# High-throughput sequencing of *Medicago truncatula *short RNAs identifies eight new miRNA families

**DOI:** 10.1186/1471-2164-9-593

**Published:** 2008-12-09

**Authors:** Gyorgy Szittya, Simon Moxon, Dulce M Santos, Runchun Jing, Manuel PS Fevereiro, Vincent Moulton, Tamas Dalmay

## Abstract

**Background:**

High-throughput sequencing technology is capable to identify novel short RNAs in plant species. We used Solexa sequencing to find new microRNAs in one of the model legume species, barrel medic (*Medicago truncatula*).

**Results:**

3,948,871 reads were obtained from two separate short RNA libraries generated from total RNA extracted from *M. truncatula *leaves, representing 1,563,959 distinct sequences. 2,168,937 reads were mapped to the available *M. truncatula *genome corresponding to 619,175 distinct sequences. 174,504 reads representing 25 conserved miRNA families showed perfect matches to known miRNAs. We also identified 26 novel miRNA candidates that were potentially generated from 32 loci. Nine of these loci produced eight distinct sequences, for which the miRNA* sequences were also sequenced. These sequences were not described in other plant species and accumulation of these eight novel miRNAs was confirmed by Northern blot analysis. Potential target genes were predicted for most conserved and novel miRNAs.

**Conclusion:**

Deep sequencing of short RNAs from *M. truncatula *leaves identified eight new miRNAs indicating that specific miRNAs exist in legume species.

## Background

Gene expression is regulated at several layers in plants to ensure optimal temporal and spatial accumulation of proteins. One of the latest discovered regulatory layers involves short RNA (sRNA) molecules 21–24 nucleotides in length that act post-transcriptionally [1]. There are surprisingly many different sRNAs in plant cells indicating an extensive role for these molecules [2]. Plant sRNAs are produced from double stranded RNA (dsRNA) by one of the four Dicer-like proteins (DCL1-4). The different DCL proteins process dsRNAs generated by diverse pathways [1]. MicroRNAs (miRNAs) are produced from partially complementary dsRNA precursor molecules (pre-miRNA) [3]. Pre-miRNAs are originally single stranded RNAs with hairpin structures and recognized by DCL1 [4]. The other large class of plant sRNAs is small interfering RNAs (siRNAs). siRNAs are processed from dsRNAs usually generated by one of the RNA Dependent RNA Polymerases (RDRs). Trans-acting siRNA (ta-siRNAs) precursors are generated by RDR6 [5,6] and heterochromatin siRNA precursors are made by RDR2 [7]. Another group of siRNAs, the natural antisense siRNAs (nat-siRNAs), are processed from dsRNA produced by overlapping antisense mRNAs [8].

MiRNAs are the best characterized sRNAs in plants [9]. The primary transcript (pri-miRNA) is transcribed by RNA polymerase II and contains an imperfect hairpin structure. DCL1 trims this hairpin structure producing the pre-miRNA and then a second cleavage by DCL1 produces the miRNA/miRNA* duplex [10]. This molecule has a two nucleotide 3' overhang at each side of the duplex and contains a few mismatches [9]. One of the strands of the miRNA/miRNA* duplex is integrated into RISC (RNA induced silencing complex). This strand is called mature miRNA and the partially complementary miRNA* strand gets degraded, although in most cases the miRNA* strand also accumulates at a lower level [9]. RISC finds specific mRNAs because the incorporated mature miRNA can anneal to partially complementary target sites [3]. Target sites show near perfect matches to plant miRNA sequences and initially it was thought that all target mRNAs are cleaved by RISC [3]. Recently it was shown that the translation of plant mRNAs is also suppressed without a cleavage [11].

Most plant miRNA families have been identified by traditional Sanger sequencing method in model species with known genome sequences (Arabidopsis, rice and poplar) and most miRNAs are conserved across plant families [12]. However, some miRNAs are species/family specific and Allen et al. [13] suggested that these "young" miRNAs have evolved recently, in contrary to the conserved miRNAs ("old" miRNAs). Since non-conserved miRNAs are often accumulated at a lower level than conserved miRNAs, traditional small-scale sequencing primarily reveals conserved miRNAs. Establishment of high-throughput technologies has allowed the identification of several non-conserved or lowly expressed miRNAs through deep sequencing, e.g. in Arabidopsis, wheat and tomato [14-17]. Here we describe the deep sequencing of short RNAs extracted from *M. truncatula *leaves and the experimental validation of eight novel miRNAs.

## Results

### Deep sequencing of *M. truncatula *short RNAs

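Short RNAs were taken from the aerial part, stems and leaves together, of 9 week old seedlings of Medicago truncatula, a model legume, and sequenced by Solexa, which reads each short RNA from its 5′ end. The plants were grown in 1 condition, with 16 h of light at 25°C and 8 h of dark at 18°C, and the fraction between 19 and 24 nt was cut from a gel before the adaptors were ligated. Both libraries were made from this material, and the paper gives 872048 reads for the first and 3076823 reads for the second. The deposited table was made by the authors after the reads of both libraries had been combined and collapsed. It lists 1563959 distinct sequences of 18 to 28 nt, each once, with the number of places that it matches in the genome, version 2.0, as mapped by the authors with PatMaN without mismatches. Reads per sequence and the library of each sequence are not part of this table, so the values given with the results count distinct sequences, each with the same weight however often it was read, and no spread between the libraries can be given. Lengths, shares with a match, the presence of each miRNA candidate and of its miRNA*, and the distance of each sequence to other sequences were computed from the table. Shares carry 95% Wilson intervals, which cover counting error only.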

Two separate cDNA libraries of short RNAs were generated from *Medicago truncatula *leaves and both libraries were sequenced by Solexa (Illumina). The first PCR product was quantified by nanodrop and 5 pM was loaded to Solexa, which yielded 5942 clusters and 872,048 sequence reads. The second sample was also quantified on polyacrylamide gel because the capacity of Solexa is higher than this. Since the nanodrop gave an approximately 50 times higher concentration than quantification on a gel we concluded that the nanodrop overestimates the concentration of the PCR product. To obtain more sequences, we loaded four times of the amount that we would have loaded based only on the nanodrop reading and this yielded 23301 clusters and 3,076,823 sequence reads. It is worth mentioning that loading based on only quantification on gel would have led to overloading the Solexa and would have produced many but unreliable sequences.

The two sets of reads were combined and analysed together (Table 1) using the miRCat pipeline we have developed earlier [18]. 

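Among the distinct sequences, 540439 were 24 nt long, which was 34.6% of all (95% Wilson interval 34.5 to 34.6). The next classes were 23 nt with 224506 distinct sequences (14.4%), 22 nt with 183449 (11.7%), 21 nt with 177633 (11.4%) and 20 nt with 133619 (8.54%). The intervals of these classes did not overlap. When only the distinct sequences with a genome match were counted, the share of 24 nt rose to 39.2%. The classes outside the fraction cut from the gel were smaller, with 77048 distinct sequences of 25 nt and 7905 of 28 nt.

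**Figure D1:**
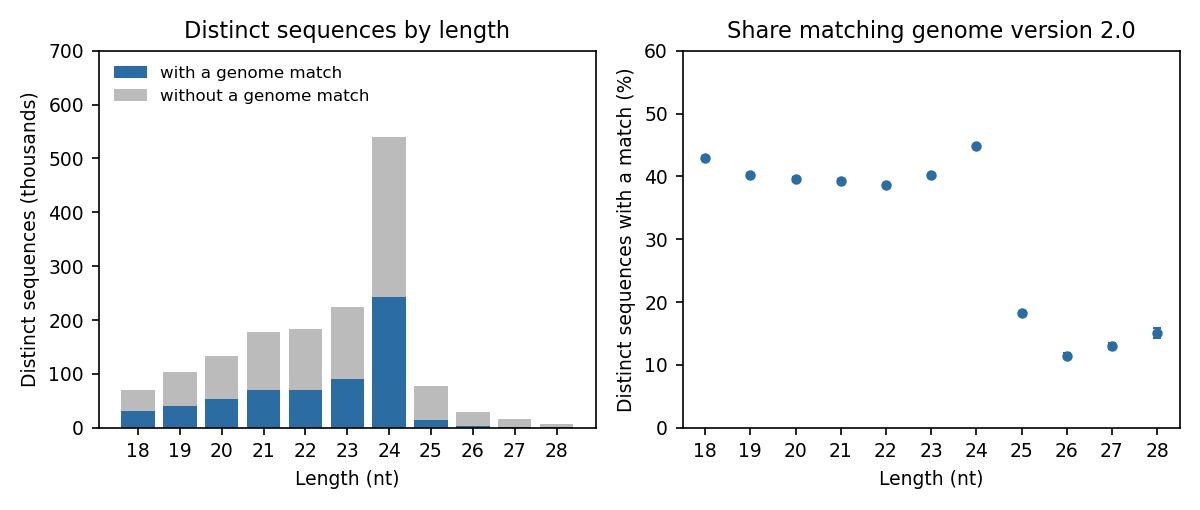
Left, number of distinct sequences of each length (axis in units of 1000), with (blue) and without (grey) a genome match. Right, share of the distinct sequences of each length that match genome version 2.0, with 95% Wilson intervals. The share is highest at 24 nt and lower at each length from 25 nt on.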

The size distribution of sequence reads showed that the 24 nt class was the most abundant group of sRNAs followed by the 21 nt sequences and then the 23, 22 and 20 nt reads (Figure 1). The almost four million reads represented 1,563,959 distinct sequences suggesting that the library is still not saturated. 

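With the paper's 3948871 reads, the table holds 39.6 distinct sequences per 100 reads, or 2.52 reads per distinct sequence. For the distinct sequences with a genome match and the paper's matching reads, the number was lower, at 28.5 per 100 reads. For those without a match it was 53.1 per 100 reads, or 1.88 reads per distinct sequence. The number of sequences read once, from which the gain of further sequencing could be computed, cannot be had from the table. From the number of distinct sequences in the combined reads, the paper proposes that further sequencing would add more.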

Out of the four million reads 2,168,937 matched to the genome without any mismatches, representing 619,175 sequences.

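Of the distinct sequences, 39.6% had a match (95% Wilson interval 39.5 to 39.7), while the paper's matching reads are 54.9% of its reads. Restricting the lengths to 20 to 24 nt raised the share of distinct sequences to 41.8%. A single place in the genome was matched by 375549 distinct sequences, 60.7% of those with a match (interval 60.5 to 60.8). Another 163703 matched 2 to 10 places, and 79923 matched more than 10, of which 7178 matched more than 100. The share that matched 1 place rose with length, from 46.7% of the matching sequences at 18 nt to 68.1% at 24 nt, and was 7.56% at 28 nt, where the median was 12 places.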

**Figure 1:**
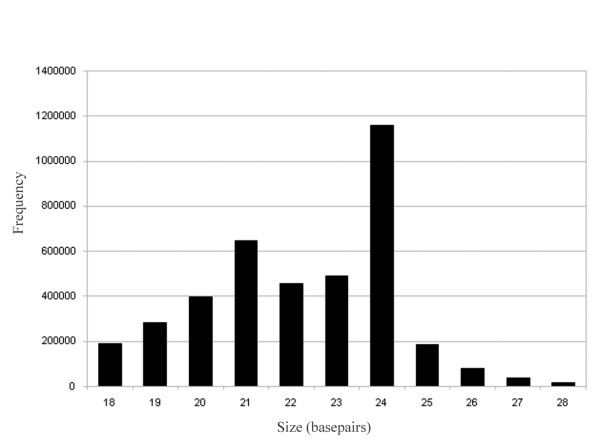
Size distribution of sequenced short RNAs.

**Table 1:** Distribution of short RNAs

	Number of reads	Number of distinct sequences
Total	3948871	1563959

Mapping to the genome without a mismatch	2168937	619175

Known miRNAs (exact match)	174504	25

New miRNA candidates With sequenced miRNA*	3370	8

New miRNA candidates With sequenced miRNA*	1272	18

Number of reads and distinct sequences are shown of different categories of sequences.

### Conserved miRNAs

First we looked for known miRNAs by comparing our library to known miRNAs from other plant species. 174,504 reads corresponding to 25 conserved miRNA families showed perfect matches to known miRNAs. We analysed the number of reads for conserved miRNAs and miR156, 159 and 166 were represented most frequently in the library (Table 2). Allowing one or two mismatches between sequences in our library and sequences in miRBase increased the number of conserved miRNA families in *M. truncatula *to 31 (Table 2). Next we predicted target genes and putative targets were identified for 27 out of 31 conserved families (Additional File 1). No targets were found in *M. truncatula *for miR163, miR169, miR394 and miR894. We found homologs of known miRNA target genes for several conserved *M. truncatula *miRNAs, such as SBP for miR156, NAC for miR160, AGO1 for miR168, bZIP for miR165, GRAS for miR171, AP2 for miR172 and low affinity sulphur transporter for miR395. On the other hand we predicted many genes with unknown function and hypothetical genes for miRNA targeting (Additional File 1) and careful analysis of these potential targets will contribute to our understanding of the role of miRNAs in legume plants.

**Table 2:** Conserved miRNAs

**miR**	**Exact**	**Shorter**	**Longer**	**1 mismatch**	**2 mismatches**	**Total**
miR156	37580	5944	1112	14906	11423	**70965**

miR157	0	0	0	0	206	**206**

miR158	14	1	3	3	1	**22**

miR159	32003	30842	5825	1887	2454	**73011**

miR160	89	35	19	7	7	**157**

miR161	2	0	0	0	0	**2**

miR162	49	4	7	9	3	**72**

miR163	6	4	0	0	0	**10**

miR164	11815	794	210	639	213	**13671**

miR165	256	129	49	56	59	**549**

miR166	56402	12792	6349	1276	8253	**85072**

miR167	2729	623	420	114	133	**4019**

miR168	4404	429	173	338	159	**5503**

miR169	83	39	173	13	25	**333**

miR171	26	30	5	21	30	**112**

miR172	195	53	91	39	29	**407**

miR173	6	2	0	0	0	**8**

miR319	27322	944	3414	1075	1076	**33831**

miR390	729	154	32	55	43	**1013**

miR393	20	2	1	2	2	**27**

miR394	0	1	70	0	25	**96**

miR395	0	42	0	0	34	**76**

miR396	453	1279	158	41	466	**2397**

miR397	0	1	0	0	0	**1**

miR398	20	15	3	2	1	**41**

miR399	2	2	0	0	0	**4**

miR400	1	0	0	0	0	**1**

miR403	0	1	0	0	0	**1**

miR408	293	22	10	35	25	**385**

miR828	0	0	1	1	0	**2**

miR894	5	1	103	2	38	**149**

**Total**	**174504**	**54185**	**18228**	**20521**	**24705**	**292143**

Number of reads are shown for sequences that are similar to conserved miRNAs identified in other species. Figures are shown separately for sequences with exact matches and length, exact matches but shorter or longer than known miRNAs and for sequences with one or two mismatches to known miRNAs.

### Novel miRNAs

The flanking regions of the 2,168,937 sequence reads matching the genome were subjected to secondary structure analysis. We used the strict criteria suggested by Jones-Rhoades et al. [9] to identify potential miRNA loci. 32 short RNA producing loci corresponding to 26 sequence reads could be folded into step-loop structures (Additional File 2). Nine of these loci produced eight distinct sequences, for which we also sequenced the miRNA* sequences (Table 3). These eight sequences were considered as novel legume specific miRNAs based on Rajagopalan et al. [15], who demonstrated that loci producing sequenced mature miRNAs and miRNA* sequences are miRNA loci. 

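All 26 sequences of Table 3 were in the deposited table, and each had at least 1 genome match. The number of matches was 1 for 19 of them. It equalled the number of loci that the paper lists for C5 (3 matches), C21 (2) and miR2088 (2). It exceeded it for 4 sequences, namely C16 with 9 matches and 1 listed locus, C9 with 4 matches and 3 loci, and C23 and C26 with 3 matches and 1 locus each. Sequences whose ends were shifted by up to 2 nt from a listed sequence were also present, and together with the listed ones there were 184 with a genome match. The table gives no positions, so these variants were recognised by sequence alone.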

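The miRNA* sequences that the paper marks in its predicted hairpins could be read for 7 loci, and all 7 were present in the deposited table. They were 20 to 22 nt long, and 5 of them matched the genome at 1 place. For miR2086, which Table 3 places on chromosome 2 from position 22878303, the miRNA* was CCAGTTCTGCGTTCATGTCCC. For miR1507, on chromosome 8 from 34001142, it was AGAGTTGTATGGAACGAAAGAT. For miR2089, on chromosome 5 from 17442776, it was AGGATTGGTGTAATAGGTAAAA, and for miR1509, on chromosome 7 from 31515912, ACCGGATTTCCTTGATTAAAG. The miRNA* of miR2087, on chromosome 2 from 9824368, was TGCAGTCGGTTTCTTACTTCG. The sequence TCCAATGTAATCTAGGTCTA, the miRNA* of miR2088, matched 2 places, and miR2088 itself has 2 loci. The miRNA* of miR1510b, CCATGGATCCCTACCATGTGG, matched 4 places, so it is not tied to this locus alone. One letter each of the miRNA* of miR2087 and of miR1510b could be read in 2 ways in the drawings and was settled by the form present in the deposited table, so these 2 are not independent evidence. The other 5 were read without such a choice. The paper reports the marked miRNA* as sequenced in the same libraries. The presence of all 7 therefore checks the reading of the drawings and is not independent evidence for the miRNA*. Positions are the paper's, on genome version 2.0, and no annotation of these loci was used here. The hairpin of miR1510a was not analysed here.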

The other 23 loci producing 18 sRNAs were considered as putative new miRNA genes since at the moment there is not sufficient evidence to classify them as miRNA genes. 

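Hairpins could be read for 15 of these loci, with 14 distinct sequences. C5, for a locus of which Table 3 marks a miRNA*, was not among them. The new miRNAs searched likewise lacked miR1510a, for which Table 3 marks none. On the strand opposite the putative miRNA, none of the 15 had a sequence whose 5′ end lay within 2 nt of the end expected for a miRNA* with 2 nt 3′ overhangs, which allows a share of up to 20.4% (95% Wilson interval). At C18 and C25 the drawing gave only 18 and 19 nt from the expected end, less than the shortest marked miRNA*, and without them it was 0 of 13, which allows up to 22.8%. All 7 new miRNA loci that could be read had such a sequence (two-sided Fisher's exact test, p = 5.86e-06). Without C18 and C25, 7 of 7 stood against 0 of 13 (two-sided Fisher's exact test, p = 1.29e-05). Leaving out the 2 loci with a letter settled by the table gave 5 of 5 against 0 of 15 (two-sided Fisher's exact test, p = 6.45e-05). The 5 still included miR1509, where only the marked miRNA* was searched, so its presence nearly settled the outcome. When the 5′ end had to be exactly the expected one, 5 of 7 new loci had a sequence (two-sided Fisher's exact test, p = 0.000797). Because the new miRNAs were separated from the putative ones by their miRNA*, these tests describe the 2 classes and are not independent evidence for them. Over all 18 putative and 8 new sequences, the putative ones also had fewer reads in the paper, with a median of 23 against 130. The tests were not adjusted for this. On 474 nt of opposite strands at the putative loci, 2 sequences were found, one of 25 nt at C14 that starts 4 nt upstream of the expected end and one of 21 nt at C25 that starts 12 nt upstream of it. From the lack of a sequenced miRNA* and of functional proof, the paper reasons that these are only putative miRNAs.

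**Figure D2:**
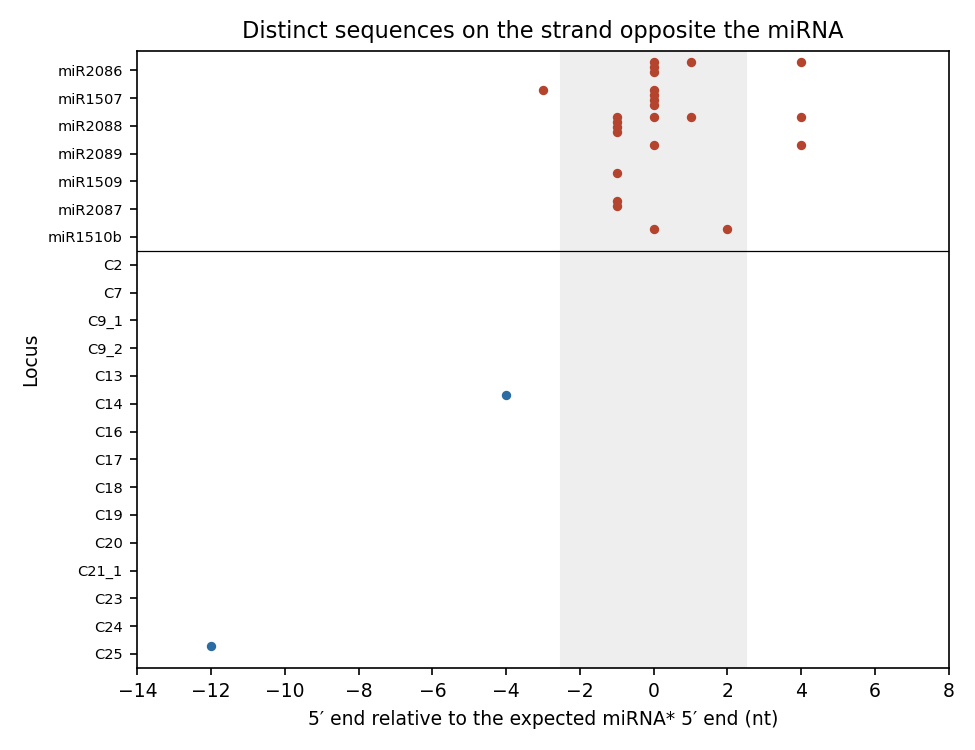
Position of the 5′ end of each distinct sequence found on the strand opposite the miRNA, relative to the expected miRNA* 5′ end (in nt, 0 is the expected end), for the 7 new loci (red, above the line) and the 15 putative loci (blue, below it). The grey band marks positions within 2 nt, where no putative locus has a point. For miR1509, miR2087 and miR1510b the strand read was the miRNA* alone.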

Accumulation of all eight new miRNAs and most miRNA*s were validated by Northern blot analysis (Figure 2).

**Figure 2:**
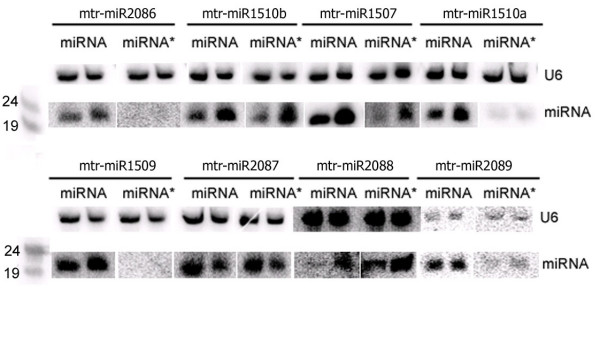
**Expression of new miRNAs**. Total RNA from stems and leaves of *M. truncatula *was analysed by Northern blot. The numbers correspond to ID numbers in Table 3. Size markers (19 and 24 nt RNA oligonucleotides) are shown on the left. The membranes were also hybridised with a probe specific to U6 [17].

**Table 3:** Potential new miRNA genes

sRNA	Chr	Start	No reads	Sequence	N. blot	miRNA*
miR2086	MtChr2	22878303	1164	GACATGAATGCAGAACTGGAA	+	Yes

C2	MtChr5	23546032	485	TGAGAATGTTAGATACGGAAC	-	No

miR1510b	MtChr5	17425793	721	ACATGGTCGGTATCCCTGGAA	+	Yes

miR1507	MtChr8	34001142	1170	CCTCGTTCCATACATCATCTAG	+	Yes

C5_1	MtChr4	10481611	414	GGTCCCCGGCAGCGGCGCCA	-	No

C5_2	MtChr4	10570962	414	GGTCCCCGGCAGCGGCGCCA	-	No

C5_3	MtChr4	10515784	414	GGTCCCCGGCAGCGGCGCCA	-	Yes

miR1510a	MtChr5	17429726	170	CGGAGGATTAGGTAAAACAAC	+	No

C7	MtChr2	13077141	50	AAAAGAATACTCATACATAACATT	+	No

C8	MtChr7	2887662	29	TGTAAGGGATGATGCAAATGAGAG	+	No

C9_1	MtChr2	6722889	28	AGGGTGCTTAGATATAGGGACGGA	+	No

C9_2	MtChr8	2492462	28	AGGGTGCTTAGATATAGGGACGGA	+	No

C9_3	MtChr8	10174192	28	AGGGTGCTTAGATATAGGGACGGA	+	No

miR1509	MtChr7	31515912	90	TTAATCTAGGAAAATACGGTG	+	Yes

C12	MtChr2	26140680	19	GAAAGGACTAAAACCAGGAACGGA	-	No

C13	MtChr2	25488088	24	TACGCAGGAGAGATGATGCCG	-	No

C14	MtChr5	28947435	44	CTTGGACTTCAAGAAACAAC	-	No

miR2087	MtChr2	9824368	35	GAAGTAAAGAACCGGCTGCAG	+	Yes

C16	MtChr1	29344468	38	TAACTGCCGAGGCGTGCTGA	-	No

C17	MtChr4	20677608	30	TGATGACGGAAGAAATCCAAA	-	No

C18	MtChr6	2189030	16	AGATGGAGATTAGACGGCTCA	-	No

C19	MtChr5	13285282	16	AGATTTAGGCGGCTTTGAACT	-	No

C20	MtChr6	8477357	22	TGGACTGAAGACAAAGAGAAA	-	No

C21_1	MtChr4	33246760	13	ATTTTTCAGCGGAAGTTAA	-	No

C21_2	MtChr4	27138541	13	ATTTTTCAGCGGAAGTTAA	-	No

miR2088_1	MtChr8	14579972	11	AGGCCTAGATTACATTGGAC	+	Yes

miR2088_2	MtChr8	14675564	11	AGGCCTAGATTACATTGGAC	+	Yes

C23	MtChr5	31612014	12	TGTTGGAACACGGCTTAAGGT	-	No

C24	MtChr3	13221230	12	TAGGTTTGAGAAAATGGGCA	-	No

C25	MtChr8	24335508	11	TCTGTCAGTAGACTCAAT	-	No

C26	MtChr5	28244439	9	AAGGGCATATGTTAAGGAAC	-	No

miR2089	MtChr5	17442776	9	TTACCTATTCCACCAATTCCAT	+	Yes

The first column (sRNA) shows the ID number of the sequences. The second and third columns show the genomic location of the putative miRNAs (Chr: chromosome; Start: starting position on the chromosome). The number of reads are indicated in the fourth column and the sequences themselves are listed in the fifth column. The results of the Northern blot analysis are shown in the sixth column (+: detected; -: not detected). Whether the miRNA* sequence was sequenced or not is indicated in the last column.

We also predicted target genes for putative miRNAs (Additional file 3) and the new miRNAs with sequenced miRNA* (Additional file 4). Five out of the eight new miRNAs have potential targets in the available *M. truncatula *genome. It is interesting that two of these five new miRNAs potentially target disease resistance genes suggesting a role for miRNAs in the regulation of biotic stress response.

## Discussion

### Deep sequencing of *M. truncatula *short RNAs

Most conserved plant miRNAs were identified by traditional Sanger sequencing. Due to the relatively small number of sequences generated this method primarily discovered conserved miRNAs. Recent progress in sequencing technologies allows deep sequencing of large libraries of short RNAs [2,7,17,19-23]. The longest reads are obtained by the 454 technology, which currently gives reads of 250–300 base pairs (bp). However, this technology yields much less reads than other techniques (about 400 000 per sample) [17]. The Solexa platform (Illumina) generates shorter reads (up to 35 bp) but yields 1–3 million reads per sample [22]. The other very high-throughput technique, massively parallel sequencing (MPSS), gives more reads than Solexa but the reads are even shorter, only 17 bp [23]. miRNAs are only 21–23 nt sequences therefore even MPSS can identify them, although this technology generates shorter than 21 bp reads. Because of this it is not the ideal choice for miRNA discovery but it is useful for profiling conserved miRNAs. We decided to use the Solexa platform to test whether new miRNAs can be found in the model legume *M. truncatula*.

We found the quantification of PCR product problematic because the nanodrop overestimated the concentration and using quantitative markers on polyacrylamide gel seemed to underestimate the concentration. The difference between the two approaches was 50 fold. Loading 5 pM sample according to the nanodrop result yielded relatively low number of sequences (872,048 reads), well below the capacity of Solexa. However, loading 50 times more would have given poor quality sequences due to overloading. We decided to load four times of the amount suggested by the nanodrop and this approach yielded sufficient number (more than 3 million) and good quality reads. 

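In the deposited table, 944784 distinct sequences had no genome match, 60.4% of the total. The share with a match differed between lengths by more than its counting error. It was 42.9% at 18 nt (95% Wilson interval 42.6 to 43.3), 38.6% at 22 nt (38.4 to 38.8) and 44.9% at 24 nt (44.8 to 45.0), and fell to 18.2% at 25 nt (18.0 to 18.5) and 11.5% at 26 nt (11.1 to 11.9). At 24 nt, A was the first base in 39.9% of the sequences with a match and 38.1% of those without, and the GC content was 47.2% and 47.3%. At 23 nt the first base was A in 37.3% and 35.1%, and the GC content was 46.2% and 45.9%. At 18 nt, A was the first base in 37.4% of the sequences with a match and 32.4% of those without. The GC content at 18 nt was lower with a match, 43.3% against 45.0%. The GC content was 51.9% with and 44.7% without a match at 26 nt, and 54.4% and 44.5% at 28 nt. A as the first base was less frequent with a match at these lengths, with 27.2% against 28.6% at 26 nt and 24.9% against 28.5% at 28 nt.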

Many short sequences did not map to the genome but it is not known what the explanation is for that. 

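Distinct sequences without a genome match were compared with all matching sequences of the same length. Of these, 100571 lay 1 substitution from a matching sequence, which is 10.6% (95% Wilson interval 10.6 to 10.7). Among the sequences with a match, 11.0% lay 1 substitution from another matching sequence (interval 11.0 to 11.1), and among shuffled copies of the sequences without a match 0.00402% did. Allowing up to 4 bases to be removed from the 3′ end as well, a choice made after the data were seen, raised the share to 13.7%. For sequences without a match, 51.9% of the substitutions lay in the last of 3 equal parts of the read and 24.2% in the first part, while between matching sequences the last part held 30.6% and the first part 40.4%. The last base alone held 20.6% of the substitutions in the former and 6.45% in the latter. The 19 sequences of Table 3 with at most 50 reads have 428 reads in the paper and had 25 distinct variants without a match at 1 substitution, 5.84 per 100 reads (interval 3.99 to 8.48). This interval treats the variants as a part of the reads, which they are not, so it does not measure the uncertainty of the ratio. Single sequences of the 19 ranged from 0 to 17.9 per 100 reads, the highest being C9. The 7 sequences with more reads have 4214 reads in the paper and had 124 such variants, 2.94 per 100 reads, with a variant that recurs counted once. Over the whole table there were 43.6 distinct sequences without a match per 100 of the paper's matching reads, and in the paper's totals there are 82.1 reads without a match per 100 matching reads. The comparison by neighbours leaves out reads with several errors and reads whose correct form was not sequenced.

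**Figure D3:**
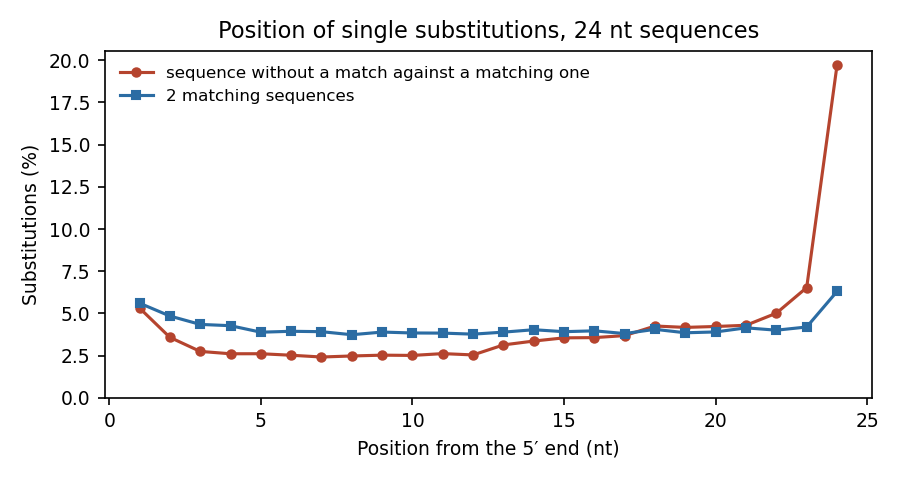
Share of single substitutions at each position of 24 nt sequences, counted from the 5′ end, for sequences without a match against a matching neighbour (red) and for pairs of matching sequences (blue). The last position held 19.7% of the substitutions in the former and 6.30% in the latter.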

One possibility is that the rate of sequencing error is high and many short reads contains mistakes. The other possibility is that there are polymorphisms between the species we used and the one that was used for the genome sequencing. It is also possible that plants used in these experiments were infected symptomless pathogens and genomes of those organisms contaminated our libraries.

First we searched for conserved miRNAs in the combined, almost four million reads from the two separate sRNA libraries. MiRNAs showing perfect matches to 25 conserved families were found in our combined library, which is more than was identified using bioinformatics approaches [24-26]. Allowing up to two mismatches further increased this number to 31 families. This work experimentally verified all conserved miRNAs predicted by [[24,25] and [26]]. However, none of the predicted new miRNAs [26] were found and the eight new miRNAs we found were not predicted by any of the three studies [[24,25] and [26]] illustrating the benefit of the sequencing approach. Target prediction for conserved miRNAs found several genes showing homology to genes validated in other species. However, several predicted targets are new without known function indicating that more work is required to elucidate the role of miRNAs in legumes.

### New miRNAs

Validation of non-conserved miRNAs can be achieved through several ways. One possibility is providing evidence of biogenesis characteristic of miRNAs. This involves the identification of stem-loop structure of the potential pre-miRNAs and sequencing of the miRNA* molecules [9]. In the absence of evidence for biogenesis, functional data can complement the predictions based on structural analysis. MiRNA mediated cleavage is located in a specific site within the target site and this can be identified by 5'RACE analysis. 

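In the 4 hairpins of new miRNAs of which both arms could be read, those of miR2086, miR1507, miR2088 and miR2089, 19 distinct sequences lay on the arm opposite the miRNA. Of these, 15 started within 2 nt of the expected miRNA* 5′ end. The remaining sequences started 3 nt upstream or 4 nt downstream of it. At the sequences of the new miRNAs themselves, the median number of sequences with ends shifted by up to 2 nt and a genome match was 8, against 3 for the putative miRNAs (two-sided exact permutation test of the means of 8 and 18 sequences, p = 0.349, adjusted p = 0.581 by Benjamini-Hochberg over 5 comparisons), a difference that the test did not separate from chance. The new miRNAs also had more reads in the paper, with a median of 130 against 23 (same permutation test, p = 0.0206, adjusted p = 0.103). The number of shifted sequences was not adjusted for reads.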

We have found eight new non-conserved miRNAs supported by biogenesis data since the miRNA* strands were sequenced and detected by Northern blot analysis. We also found 18 other putative miRNAs based on structural data. However, we did not sequence the miRNA* strands for these and we do not have functional proof therefore at the moment these are only putative miRNAs.

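All 18 putative sequences could be searched without a hairpin, by looking for a sequence with a genome match that pairs with the candidate and leaves 2 nt 3′ overhangs. A mismatch cost 1 and a G:U pair 0.5, and each lowest cost was compared with those of 1000 shuffled copies. None of the 18 had a partner with an adjusted p under 0.05 (one-sided permutation test, Benjamini-Hochberg over 26 sequences), and 0 had an unadjusted p under 0.05. Of the 8 new miRNAs, 5 had an unadjusted p under 0.05, and 2 kept an adjusted p under 0.05, namely miR2086 and miR2088, with an unadjusted p of 0.000999 each, the smallest that 1000 copies can give (one-sided permutation test, adjusted p = 0.0130). The number of copies was raised from 100 to 1000 after the result with 100 had been seen. With 100 copies, none of the 26 sequences had an adjusted p under 0.05, and the lowest was 0.0858. The search required overhangs of exactly 2 nt and no bulge, and among the 7 new miRNAs with a readable miRNA* it returned the marked miRNA* for miR1510b and miR2089 and a form 1 nt shorter for miR2086 and miR2088.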

The role of miRNAs in development and abiotic stress response is well documented. Several transcription factors involved in development are targeted by miRNAs [27]. Other miRNAs play a role in nutrient assimilation and responses to drought, cold and other abiotic stresses [1,28]. Reports of miRNAs involved in biotic stress response are less common. Navarro et al [29] showed that bacterial flagellin expression induced miR393 and F-box auxin receptor genes were regulated by miR393. Two of the new miRNAs are predicted to target disease resistance genes suggesting a more extensive role for miRNAs in biotic stress response. Targets of the other new miRNAs also include beta-glucan-binding protein, peptidyl-prolyl cis-trans isomerise and a hypothetical protein. The biological importance of the potential regulation of these genes by miRNAs needs further investigation.

## Conclusion

High-throughput sequencing analysis of sRNAs from *M. truncatula *leaves identified eight new miRNAs, which were not found in other species. Sequencing sRNAs from specific tissues of legume plants by deep sequencing is expected to reveal more new miRNAs.

## Methods

### Cloning of *M. truncatula *sRNAs and Northern blot analysis

RNA was extracted using the miRVana kit (Ambion) from the aerial part (including stems and leaves) of nine week old *Medicago truncatula *Gaertn. cv. Jemalong seedlings. Plants were grown in pots with soil in a growth chamber having a photoperiod of 16/8 h day/night, a thermoperiod of 25/18°C day/night and humidity of 40%. Small RNA fraction between 19–24 nt was isolated from 15% denaturing polyacrylamide gel and 15 μg was ligated to adaptors without de-phosphorylating and re-phosphorylating [30]. The short RNAs were converted to DNA by RT-PCR and the DNA was sequenced on a Solexa machine (Illumina). 15 μg of RNA extracted from *M. truncatula *leaves was analysed by Northern blot as described by Pall et al. [31].

### Sequence analysis

The *Medicago truncatula *genome sequence (version 2.0) was downloaded from the Medicago Sequencing Resource website  and sequence reads were mapped to the genome using PatMaN [32]. miRNA candidates were generated by miRCat (; [33]) using default parameters. DFCI Medicago Gene Index v 9.0 was used for the target predictions: . Target searches were performed on the srna-tools website: [33].

The sequences can be found in GEO under GPL7704 platform (High-throughput sequencing of small RNAs in *Medicago truncatula*), series GSE13761, samples GSM346592 and GSM346593.

## Authors' contributions

SG cloned the short RNAs and carried out most of the Northern blot analysis; SM analysed the sequences and was supervised by VM; DMS grew the plants and prepared the RNA; RJ carried out some of the Northern blot analysis; MPSF and TD designed and coordinated the study; TD analysed the results and wrote the manuscript.

## Supplementary Material

Additional file 1 **Predicted targets of conserved *M. truncatula *miRNAs.** The data provided describes the predicted target genes of conserved miRNAs found in M. truncatula. Click here for file

Additional file 2 **Predicted secondary structures of new and putative *M. truncatula*.** The data shows the predicted secondary structures of validated and putative new *M. truncatula *miRNAs. 

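Each structure in this supplement draws the hairpin that the flanking sequence of a candidate can fold into, with the short RNA on one arm and, for the new miRNAs, the sequenced miRNA* marked on the other. In a miRNA precursor the strands are cut so that each 3′ end extends 2 nt beyond the opposite 5′ end, and this rule gives the position at which a miRNA* is looked for. The drawings were read by eye for 22 of the 32 loci, and the pairing of both strands was computed again with ViennaRNA. A letter misread in this way would hide a matching sequence, and for this reason the search was repeated with 1 substitution allowed, which gave the same number of loci in both classes. A letter left out or added in the reading was not allowed for.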

Click here for file

Additional file 3 **Predicted targets of putative miRNAs.** This table provides a list of predicted target genes of potential but not validated *M. truncatula *miRNAs. Click here for file

Additional file 4 **Predicted targets of new validated *M. truncatula *miRNAs.** This table provides a list of predicted target genes of new *M. truncatula *miRNAs with sequenced miRNA*. Click here for file

# Supplementary material for: High-throughput sequencing of Medicago truncatula short RNAs identifies eight new miRNA families
**Source:** BMC Genomics. 2008 Dec 9;9:593. doi: 10.1186/1471-2164-9-593

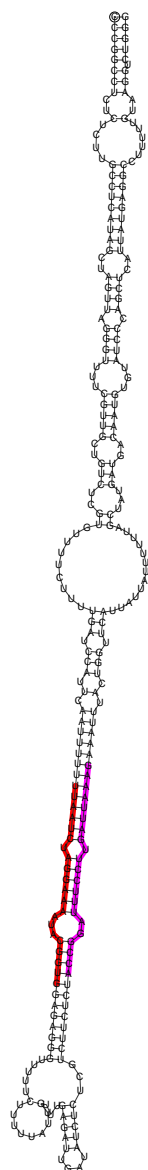

Secondary structure for 'C10'

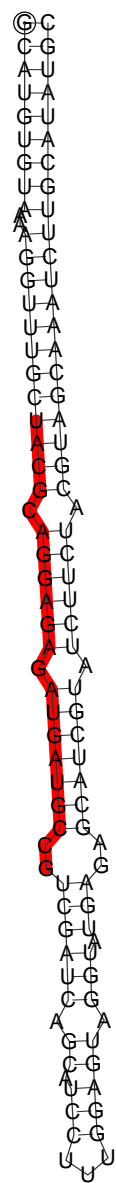

Secondary structure for 'C13'

Secondary structure for 'C14'

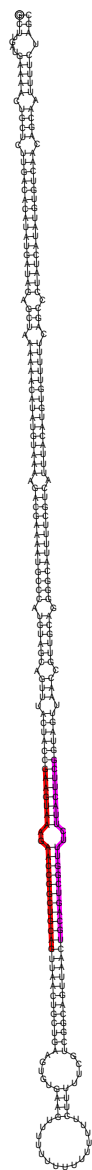

Secondary structure for 'C15'

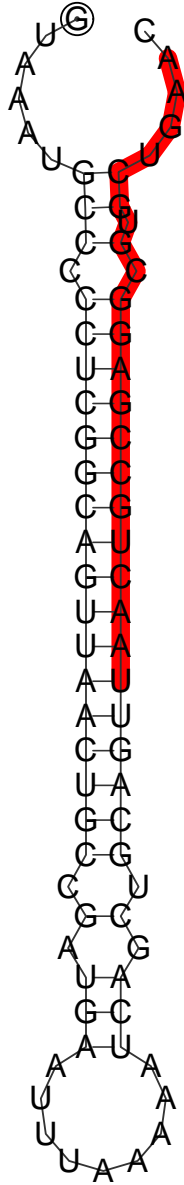

Secondary structure for 'C16'

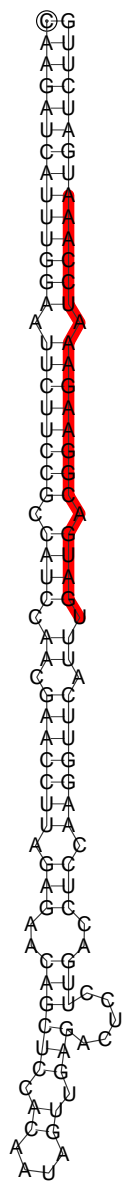

### Secondary structure for 'C17'

Secondary structure for 'C18'

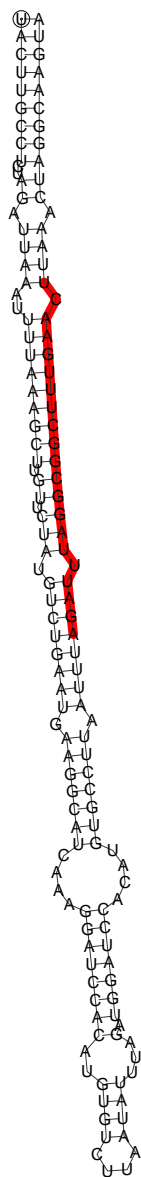

Secondary structure for 'C19'

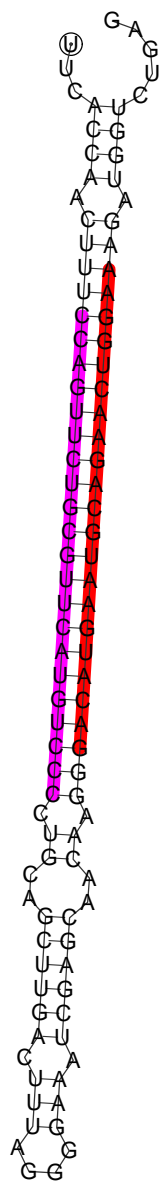

Secondary structure for 'C1'

### Secondary structure for 'C20'

Secondary structure for 'C21\_1'

Secondary structure for 'C21\_2'

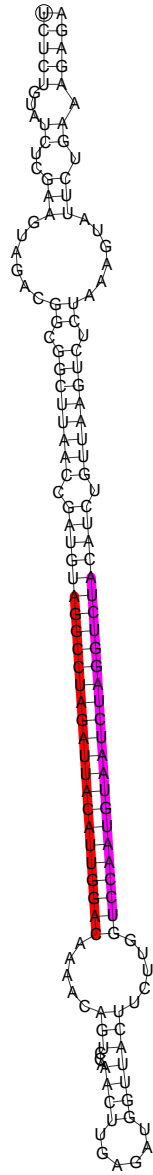

Secondary structure for 'C22'

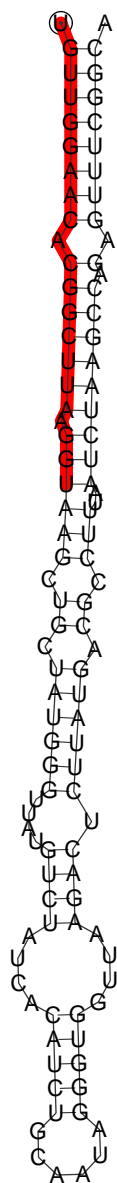

Secondary structure for 'C23'

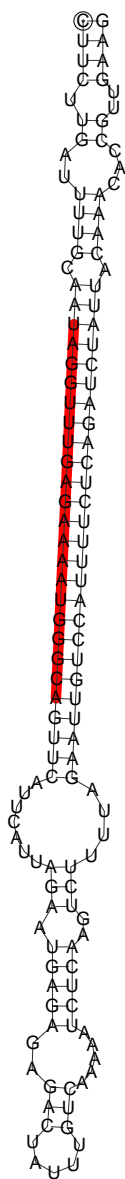

Secondary structure for 'C24'

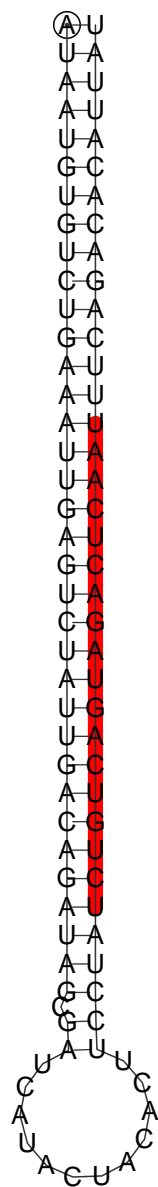

Secondary structure for 'C25'

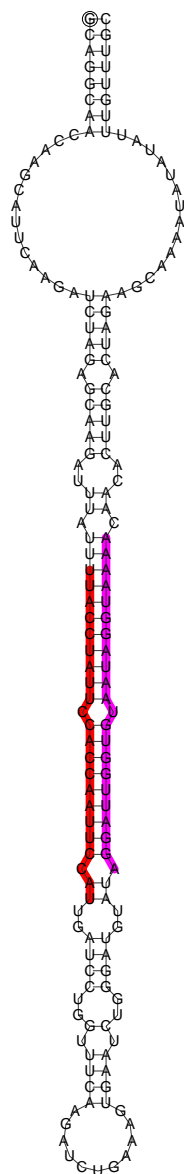

Secondary structure for 'C27'

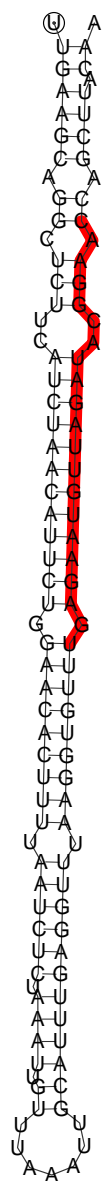

Secondary structure for 'C2'

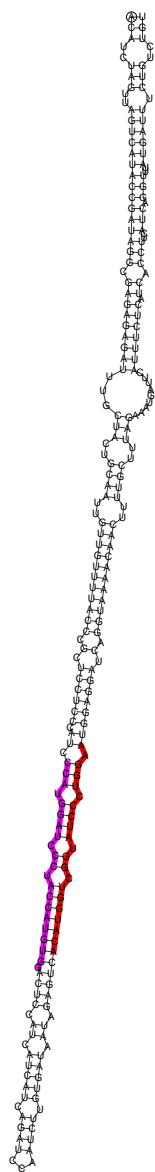

Secondary structure for 'C3'

Secondary structure for 'C4'

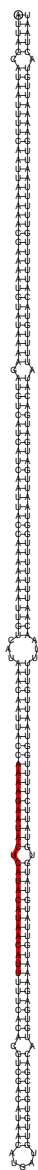

Secondary structure for 'C7'

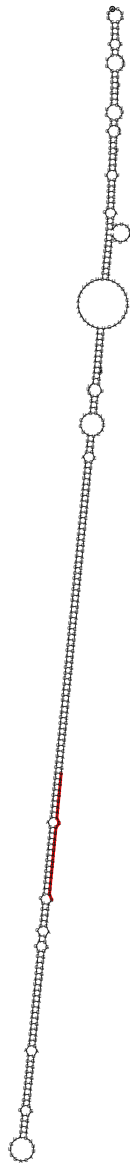

Secondary structure for 'C8'

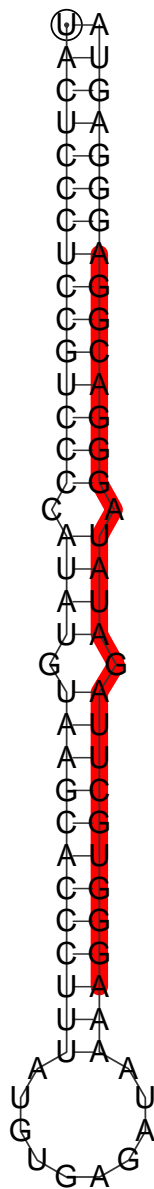

Secondary structure for 'C9\_1'

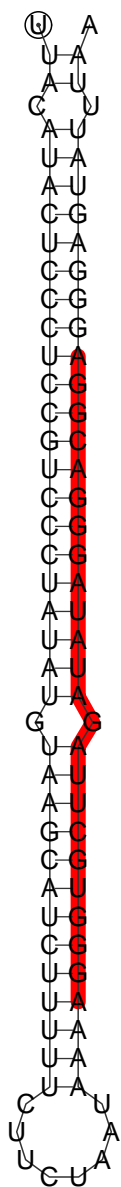

Secondary structure for 'C9\_2'

**Supplement:** Additional file 2 — Predicted secondary structures of new and putative M. truncatula. The data shows the predicted secondary structures of validated and putative new M. truncatula miRNAs.

# Supplementary material for: High-throughput sequencing of Medicago truncatula short RNAs identifies eight new miRNA families
**Source:** BMC Genomics. 2008 Dec 9;9:593. doi: 10.1186/1471-2164-9-593
**Supplement:** Additional file 4 — Predicted targets of new validated M. truncatula miRNAs. This table provides a list of predicted target genes of new M. truncatula miRNAs with sequenced miRNA*.

| Additional File 4. Predicted targets of new validated *M. truncatula* miRNAs | | | |
| --- | --- | --- | --- |
| sRNA ID | target gene accession | start-end position of target | target description |
| miR2086 (1164) | NP7271534 | 51-71 | GB|AC148918.3|ABD28512.1 hypothetical protein |
| miR2086 (1164) | TC125570 | 1402-1421 | homologue to UniRef100_A5AP73 Cluster: Ubiquitin carrier protein; n=1; Vitis vinifera|Rep: Ubiquitin carrier protein - Vitis vinifera (Grape) |
| miR1510b (721) | No target found | N/A | N/A |
| miR1507 (1170) | NP7269413 | 818-838 | GB|AC158497.2|ABN08727.1 Disease resistance protein; Aminoacyl-tRNA synthetase |
| miR1507 (1170) | TC128248 | 826-847 | Disease resistance protein |
| miR1507 (1170) | NP7274631 | 6-24 | GB|AC136955.20|ABE81300.1 Zinc finger |
| miR1510a (170) | No target found | N/A | N/A |
| miR1509 (90) | TC131818 | 189-209 | similar to UniRef100_A0EJF0 Cluster: Beta-glucan-binding protein 1; n=1; Medicago truncatula|Rep: Beta-glucan-binding protein 1 - Medicago truncatula (Barrel medic) |
| miR2087 (35) | No target found | N/A | N/A |
| miR2088 (11) | TC126233 | 2543-2562 | Peptidyl-prolyl cis-trans isomerase |
| miR2089 (9) | NP7254419 | 14-35 | GB|AC153002.15|ABP03463.1 R 4 protein |
| MIR2089 (9) | TC112724 | 650-671 | TIR; Disease resistance protein |
| MIR2089 (9) | NP7254300 | 644-665 | GB|AC156629.26|ABE86370.1 TIR; Disease resistance protein |
| MIR2089 (9) | TC112554 | 645-665 | TIR; Disease resistance protein |
| MIR2089 (9) | NP7254297 | 279-299 | GB|AC156629.26|ABO83726.1 Disease resistance protein; AAA ATPase |
| MIR2089 (9) | TC123065 | 592-613 | weakly similar to UniRef100_Q19PJ2 Cluster: TIR-NBS-LRR type disease resistance protein; n=1; Populus trichocarpa|Rep: TIR-NBS-LRR type disease resistance protein - Populus trichocarpa (Western balsam poplar) (Populus balsamiferasubsp. trichocarpa) |
| MIR2089 (9) | NP7268588 | 437-458 | GB|AC124959.11|ABE83871.2 TIR; Disease resistance protein |
| MIR2089 (9) | DY616742 | 428-449 | weakly similar to UniRef100_Q84ZU5 Cluster: R 8 protein; n=2; Glycine max|Rep: R 8 protein - Glycine max (Soybean) |
| MIR2089 (9) | NP7254391 | 200-221 | GB|AC153002.15|ABE87494.1 Disease resistance protein |
| MIR2089 (9) | NP7258605 | 641-662 | GB|AC127020.16|ABO78819.1 TIR; Disease resistance protein |
| MIR2089 (9) | TC125935 | 656-677 | TIR; Disease resistance protein; AAA ATPase |
| MIR2089 (9) | TC124604 | 733-754 | TIR; Disease resistance protein; AAA ATPase |
| MIR2089 (9) | TC112546 | 638-659 | TIR; Disease resistance protein; Tumor Necrosis Factor |
| MIR2089 (9) | NP7268591 | 635-656 | GB|AC124959.11|ABE83883.2 TIR; Disease resistance protein; KRAB box; Calcium-binding EF-hand; Tumor Necrosis Factor |
| MIR2089 (9) | NP7258611 | 1059-1079 | GB|AC127020.16|ABO78825.1 TIR; Disease resistance protein |
| MIR2089 (9) | NP7267280 | 681-701 | GB|AC144502.5|ABP02775.1 TIR |
| MIR2089 (9) | TC117255 | 676-696 | Disease resistance protein |
| MIR2089 (9) | TC121800 | 722-742 | TIR; Disease resistance protein |
| MIR2089 (9) | TC119737 | 282-302 | TIR |
| MIR2089 (9) | NP7264464 | 282-302 | GB|AC137667.18|ABO79632.1 TIR |
| MIR2089 (9) | TC118553 | 346-364 | weakly similar to UniRef100_Q84VZ7 Cluster: At2g03440; n=1; Arabidopsis thaliana|Rep: At2g03440 - Arabidopsis thaliana (Mouse-ear cress) |
| MIR2089 (9) | TC119536 | 3229-3249 | RNA-binding region RNP-1 (RNA recognition motif) |
| MIR2089 (9) | TC130890 | 683-704 | TIR; Disease resistance protein; AAA ATPase |
| MIR2089 (9) | TC134981 | 679-698 | TIR; Disease resistance protein |
| MIR2089 (9) | AL381638 | 217-237 | weakly similar to UniRef100_Q8WTJ2 Cluster: Dihydropteridine reductase; n=1; Physarum polycephalum|Rep: Dihydropteridine reductase - Physarum polycephalum (Slime mold) |
| MIR2089 (9) | TC125612 | 703-723 | weakly similar to UniRef100_Q19PN7 Cluster: NBS type disease resistance protein; n=1; Populus trichocarpa|Rep: NBS type disease resistance protein - Populus trichocarpa (Western balsam poplar) (Populus balsamiferasubsp. trichocarpa) |
| MIR2089 (9) | TC112592 | 609-629 | TIR |
| MIR2089 (9) | NP7267276 | 681-701 | GB|AC144502.5|ABP02781.1 TIR |
| MIR2089 (9) | NP7276722 | 549-569 | GB|AC149050.2|ABD32877.1 Disease resistance protein; Calcium-binding EF-hand; AAA ATPase |

How the deposited data were processed for this re-analysis (not part of the article)

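Short RNAs of the aerial part of 9 week old M. truncatula seedlings were sequenced in 2 libraries of 1 condition. The authors combined the reads of both libraries, collapsed them to distinct sequences, mapped these with PatMaN to genome version 2.0 without mismatches, and deposited for each distinct sequence the count of genomic matches. The values are whole numbers from 0 upward for 1563959 sequences of 18 to 28 nt. The paper's text does not name the version of PatMaN or the rules for removing adaptors and low complexity sequences. Candidates were found by the authors with miRCat at default parameters.

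The analysis had been planned for reads per sequence and library, which were not used here, since the table that was analysed gives genomic matches per distinct sequence. All comparisons were therefore made over distinct sequences, and the tests that need reads, such as the share of sequences read once, rarefaction and the comparison of the libraries, were not made. The depth per library is the paper's, 872048 and 3076823 reads. The libraries are 1 group without a contrast, and no replicate spread can be computed. Shares of distinct sequences carry 95% Wilson intervals, which cover counting error only, and with this many sequences they are narrow. They do not cover differences between plants or libraries.

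Sequences of Table 3 were looked up exactly, and with both ends shifted by up to 2 nt. For the miRNA* search, the arms of 22 of the 32 loci were read by eye from the drawings of Additional file 2. The remaining 10 loci were not analysed here, because their drawing was not legible or not at hand. Letters read in 2 ways, 1 each in the miRNA* of miR2087 and miR1510b, were settled by which form is in the table. The expected miRNA* end was taken from the duplex of both strands computed with ViennaRNA 2.7.2, 2 nt from the miRNA 3′ end, and a shift of up to 2 nt was allowed. New and putative loci were compared with a two-sided Fisher's exact test, and measures of their sequences with exact permutation tests.

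For sequences without a match, neighbours at 1 substitution and matching sequences reached by removing up to 4 bases from either end were counted, with shuffled copies as background. Pairs of sequences of equal length that are reverse complements apart from the overhangs were counted at offsets from -5 to 5 nt. A run of A was taken as at least 8 bases at the 3′ end. Permutation tests of the correlation used 100000 resamples, and the search for pairing partners 1000 shuffled copies per sequence, raised from 100 after the result with 100 had been seen. The counting steps were tested on 40000 simulated sequences, in which a planted share of 20% with neighbours and 2000 planted duplexes were recovered. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

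The sequences named in the text are those of Table 3, by a rule set before the data were examined, with the miRNA* sequences of the same loci. The rule also named the families of Table 2, the sequences with the most reads and transcripts with phased reads. These were not analysed here, because the families need known miRNA sequences, the ranking needs reads, and the phasing and the target sites need transcripts. Northern blots were not analysed here. Of 40 alternatives set before the data were examined, 7 were run, and 7 were added after the data had been seen.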

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

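The signal described here was noticed in the data, and every test of it was chosen only after the number of sequences with an A run had been seen.

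The paper does not report on sequences that end in runs of A. There were 42907 distinct sequences with at least 8 A at the 3′ end, 2.74% of all, and no control library to set them against. The largest number for any other base and end was 427. Their share was 4.18% at 18 nt, 0.848% at 24 nt and 19.9% at 28 nt. Over all lengths, 14.8% of them had a genome match, against 40.3% of the other sequences. This contrast was reversed at 18 nt, where 46.5% of the sequences with an A run (95% Wilson interval 44.7 to 48.3) and 42.8% of the others matched. At each length from 19 nt on the sequences with an A run matched less often, with 7.24% against 45.2% at 24 nt and 1.59% against 18.4% at 28 nt.

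Runs of A in the genome would be read from either strand, so that about as many sequences would start with T. Only 170 distinct sequences started with at least 8 T, which argues against genomic runs as the source of most of them. The addition of A after the 3′ end of a short RNA stays open. Of the 26 sequences of Table 3, 14 were followed by 1 or more A in a sequence without a match, against 2 followed by C, 3 by G and 4 by T. Over the sequences of 22 to 28 nt without a match that end in at least 4 A, 4.95% (95% Wilson interval 4.80 to 5.10) became a matching sequence once the last 4 bases were removed, against 3.80% of those with other ends. The latter difference is small, and most runs of at least 8 A are too long for the rest of the sequence to be looked up, since the table starts at 18 nt. Lengths were not matched in this comparison, so a different mix of lengths could also give the difference. Whatever the end, removal of up to 4 bases from the 3′ end gave a match for 10.9% at 25 to 28 nt and 5.63% at 21 to 24 nt. The added A may come from the cell, from the preparation of the libraries or from reading past the end of short inserts, and no test here separates these. The design has 1 condition, so no biological explanation was tested.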

How the results depend on the processing

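The settings without the sequences that end in A, with removed bases, with 1 substitution on the opposite arm, over distinct sequences of Table 3, without the 2 miRNA* sequences with a letter read in 2 ways, and with at least 20 nt read from the expected miRNA* end were chosen only after the data had been seen; the others were set before the data were examined.

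The share of 24 nt among distinct sequences, 34.6%, became 39.2% over sequences with a genome match and 35.2% without the sequences that end in at least 8 A. The 24 nt class was the largest in each. Distinct sequences per 100 reads fell from 39.6 to 28.5 over matching sequences and matching reads, both with the paper's reads. The share with a genome match, 39.6%, became 41.8% at 20 to 24 nt and 40.3% without the sequences that end in at least 8 A. The share of sequences without a match at 1 substitution from a matching one, 10.6%, became 11.2% at 20 to 24 nt and 13.7% when up to 4 bases could also be removed from the 3′ end. These changes exceed counting error, which is small here; the cause was not tested beyond the construction of each setting. Allowing ends shifted by up to 2 nt raised the number of sequences at Table 3 from 26 to 184 by its construction.

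The difference between new and putative loci in sequenced miRNA* kept its direction and stayed under 0.05 in the 5 alternatives that were run, with two-sided Fisher's exact test p-values from 5.86e-06 to 0.000797. It was 8.6e-06 over distinct sequences, 1.29e-05 with at least 20 nt read from the expected end and 6.45e-05 without the 2 loci with a letter read in 2 ways. The classes had been separated by a sequenced miRNA*, so the same direction in each setting is not independent evidence for them. C5 and miR1510a, whose marks in Table 3 differ from their class, were in none of these settings. For miR1509, miR2087 and miR1510b the strand read was the miRNA* alone, and no alternative left out all of these loci. There the presence of the marked miRNA* nearly settled the outcome.

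No paired analysis was possible because the libraries carry replicate numbers but belong to 1 condition, and the values of both are pooled in 1 column. Of the 40 alternatives set before the data were examined, 33 were not run. Among them were the 16 that leave out 1 library, those with at least 2 reads, with 1 mismatch to the genome, with nuclear chromosomes only, with 50 times as many reads, with other flank lengths, with at least 2 miRNA* reads and with saturation at 20 to 24 nt, and all those for conserved families, targets and phased reads. They need reads, libraries, a genome or transcripts, which were not used here. Without reads, rare and abundant sequences have the same weight in every share.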

Differences from the paper's values

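The comparison of rankings was made after the lengths had been seen, and the search for pairing partners was chosen after the data had been seen.

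The numbers of distinct sequences, of distinct sequences with a genome match and of candidate sequences were the same as the paper's. The paper ranks the lengths over reads with 21 nt in second place. Over distinct sequences, 23 nt was in second place with 224506 followed by 22 nt with 183449 and 21 nt with 177633. Reads and distinct sequences are different quantities, and the ranking over reads was not computed here.

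Table 3 marks a miRNA* for a locus of C5 and none for miR1510a, while Fig. 2 and the paper's 3370 reads of the new miRNAs include miR1510a. Without a hairpin, the best pairing partner of C5 had p = 0.536 and that of miR1510a p = 0.00899 (one-sided permutation test with 1000 shuffled copies), adjusted over 26 sequences to 0.820 and 0.0779.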

Other observations

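The limit of 20 nt read opposite the putative miRNAs, the test of duplexes of sequences with 1 genome match, the test of missing loci with its binomial tests, the ratio without the last base, the larger number of shuffled copies for pairing partners and the test of the stretch shared by miR1510a and miR2089 were chosen only after the result had been seen.

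More distinct sequences lacked a genome match than had one. Errors of 1 substitution at the rate seen for sequences of known identity fall short of this, since the sequences of Table 3 with at most 50 reads had 5.84 distinct variants without a match per 100 of the paper's reads and those with more reads had 2.94, against 43.6 distinct sequences without a match per 100 matching reads over the whole table. Across the 26 sequences, which are not independent replicates, the number of such variants rose with the logarithm of the paper's reads (Pearson's r 0.922, permutation p = 1e-05, the smallest that 100000 resamples can give; Spearman's rho 0.773, permutation p = 3e-05; r 0.875 without the 2 farthest; 1 relation was computed, so the adjusted values are the same). Errors in general cannot be told apart from other sources by the neighbours in the table. Over all lengths, 10.6% of the sequences without a match and 11.0% of those with one had a neighbour at 1 substitution. The share was higher without a match at 18 to 22 nt and at 25 to 28 nt, with 11.0% against 9.37% at 21 nt and 8.43% against 2.77% at 28 nt. It was lower without a match at 23 nt (8.58% against 9.79%) and 24 nt (13.5% against 13.9%). Reads with several errors, or with a correct form that was not sequenced, leave no neighbour. Where a neighbour was present, errors that rise along the read may contribute, since there were 2.14 substitutions in the last of 3 equal parts for each in the first, against 0.758 between matching sequences. A base added to a shorter sequence would also change the last base, and with the last base left out the ratio was 1.29, against 0.599 between matching sequences.

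Loci missing from the genome version used remain open for part of the sequences without a match. Sequences of 24 nt with neither a match nor a neighbour formed duplexes with 2 nt 3′ overhangs 1.25 times as often as the mean of 1 and 3 nt, as matching sequences did (1.25). With each pair counted once, the excess had p = 0.000218 for the former and p = 4.09e-11 for the latter (two-sided exact binomial test), and 0.000696 and 6.54e-10 after Benjamini-Hochberg adjustment over 16 tests. At 24 nt, 1 of the 10 other offsets was at least as frequent in the former, with 952 sequences at 5 nt against 942 at 2 nt. The excess there holds only against 1 and 3 nt. For sequences with neither a match nor a neighbour the ratio was 1.30 at 21 nt (two-sided exact binomial test, adjusted p = 0.00191), where 0 other offsets were as frequent. It was 1.02 at 22 nt and 0.803 at 23 nt, where 3 and 6 other offsets were as frequent. Matching sequences of 21 nt had a ratio of 0.999. Short RNAs of another organism or from polymorphic loci may give the same excess, and these were not tested. For all matching sequences of 24 nt the counts do not settle whether duplexes with 2 nt overhangs reflect cutting by a Dicer-like protein, since 3 of the 10 other offsets were at least as frequent. For those with 1 genome match such cutting stays open as an explanation, since 0 other offsets were as frequent and the ratio was 1.36 (two-sided exact binomial test, adjusted p = 1.46e-06). This ratio and test compare only with 1 and 3 nt, where the counts were low, at 684 and 760 sequences. At -5 nt there were 915, against 984 at 2 nt. Sequences of 21 nt with 1 match also had 0 other offsets as frequent, with a ratio of 1.17 (same exact test, adjusted p = 0.291), while at 22 and 23 nt 2 and 3 other offsets were as frequent.

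The share with a genome match fell from 44.9% at 24 nt to 15.9% over 25 to 28 nt, and to 17.1% there without the sequences that end in at least 8 A. Bases added or left at the 3′ end may contribute. Sequences of 25 to 28 nt without a match turned into a matching one 5.37 times as often when up to 4 bases were removed from the 3′ end as from the 5′ end, against 3.00 times at 21 to 24 nt. Removal from the 3′ end gave a matching sequence for 10.9% of those of 25 to 28 nt. This share can be too low, since at most 4 bases were removed and only shorter forms among the deposited sequences could be found. How much of the pattern such bases account for therefore stays open. Those of 26 to 28 nt that matched had 10 to 12 places in the median.

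Opposite the putative miRNAs, 0 of the 13 loci with at least 20 nt read from the expected miRNA* end had a sequence within 2 nt of it. No miRNA* that was sequenced but not marked was thus found at these loci. The paper had set this class by the lack of a miRNA* in the same reads, so the outcome was largely given in advance. For the other 2 loci, C18 and C25, the stretch read was too short to hold a miRNA* of 20 nt, and the question stays open. Whether the opposite arms of the 15 loci are cut at many places stays open, because only 2 sequences were found on them.

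By the positions in Table 3, miR1510b, miR1510a and miR2089 lie within 16983 nt of chromosome 5 of genome version 2.0, from 17425793 to 17442776, and the closest other pair of different sequences, C13 and C12, is 652592 nt apart. The sequence of miR1510a shares TAGGTAAAACAAC, 13 nt, with the arm of the miR2089 hairpin opposite the miRNA. Of 10000 shuffled copies of miR1510a, 0 shared as long a stretch, with a median of 4 nt, which argues against chance similarity of sequences with this composition. A common origin of these hairpins was not tested. The best pairing partner of miR1510a was TGTTTTACCCGCTCCTCCCA, with 1 genome match and a pairing cost of 2.5; the table gives no position for it, and its adjusted p-value was above 0.05.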
